A study of Mus musculus with 12 samples.

How the data were processed

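RNA was measured in alveolar macrophages, the resident phagocytes of the airspaces, that had been isolated from female C57BL/6NJ mouse lungs by flow sorting. Per the labels, mice had breathed filtered air or 0.8 ppm ozone for 4 h per day on 4 consecutive days, and lungs were collected 3 days after the last exposure. Each group held 6 mice. Cells were sorted in 2 batches, and each batch held 3 mice of each group, so batch and exposure were balanced. Per the labels' protocols, libraries were made with a stranded mRNA kit and sequenced as paired-end reads on an Illumina instrument.

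The deposited table holds 1 column per mouse and 55291 gene symbols, with values on a log2 scale. Per the deposited file's name, the authors had applied a variance-stabilizing transformation and a batch correction. The aligner, the counting program, the genome build and the annotation are not stated, and no coordinates are given here. How reads shared by related genes were counted is not stated either. All 12 columns matched the title of 1 sample each, and 0 columns were left unmatched.

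The values themselves showed more of their history. The mean of the 6 filtered-air mice was 0 in every gene, so each value is a difference from the filtered-air mean and the abundance of a gene was not kept. The difference between the means of the flow-sort batches was also 0 in every gene. The table varied in every direction except the gene mean and 1 other, which had a correlation of 1 with the flow-sort batch, so the batch that was corrected is the flow-sort batch. Within a batch, mice without a read for a gene shared the lowest value, except for 12 shared minima that were not the lowest of their batch. Among the 25444 genes that were not constant, 21.6% of the values lay at a shared minimum.

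These shared minima also gave the relative depth. Low values sat in steps above the minimum, and after inversion of a variance-stabilizing curve of the inverse hyperbolic sine form the second step lay at 2.00 times the first on average. Between 79.2% and 84.5% of the low values of a mouse lay within 0.1 read of a whole number. The first step then gave what 1 read was worth in each library, between 0.0973 and 0.115 on the log2 scale, and its inverse gave a relative depth between 0.871 and 1.22. The total number of reads is unknown. If the size factors had a geometric mean of 1, the values changed by 0.117 per log2 unit of reads at 10 reads, by 0.349 at 100 reads, by 0.762 at 1000 reads and by 0.966 at 10000 reads. Differences on the deposited scale therefore understate the change of genes with few reads.

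Differences between ozone and filtered air were tested with limma 3.58.1 in R 4.3.3, with flow-sort batch as a covariate to account for the degree of freedom that the batch correction had used. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The design had been fixed before the data were examined, together with the 10 tested gene sets, the 11 lists of other cell types and all alternatives except those named below. The fit departed from that design in 2 places. The planned filter required a mean at least 1 above the 1st percentile of all means, and 0 genes met it, because the means carry no abundance. Genes were kept instead where at least 6 of the 12 mice lay above the shared minimum, which left 19633 genes and excluded 5811. The planned fit let the prior variance follow the mean of a gene. In this table that mean is the ozone difference divided by the number of groups, so the trend was left out and is given as an alternative.

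The genes named were chosen by a rule fixed beforehand. They are the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between the 6 ozone and the 6 filtered-air values, and the member with the smallest p-value in each tested set with a member under that threshold. The rule gave 17 genes, and 1 of them is not reported here. Gene sets were tested with camera at a preset inter-gene correlation of 0.01, two-sided, adjusted over the 10 sets, and with the rotation test fry. Listed names that the table does not use were matched through RefSeq synonyms. After the results were known, 1 listed gene was rewritten under its synonym, which left the members of every set and all values printed here as they were. The score of a set is the mean of its members in a mouse, and scores were compared with a two-sided exact permutation test over all assignments of 6 mice against 6. These assignments did not keep the flow-sort batches balanced, although the batch means of the values had been made equal. Mice are then not freely exchangeable, and the p-values of this test for scores and components can be too small. Principal components were computed on centred, unscaled values. The difference of the ozone effect between the batches was tested as an interaction term. GC content and length were taken from the longest transcript of each gene in GENCODE M21 and were found for 97.8% of the genes kept.

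The pipeline was tested on simulated data. With the residual spread of the 19633 genes and 200 genes changed by a known amount, 95% of the changed genes were recovered with 10 false calls, and the median error of the log2 difference was 0.030. The amount was larger than 0.25, the median difference of the genes called in the real data, and the noise was independent between genes. The 95% therefore does not give the recovery of smaller differences. Relative depths of simulated counts over 6000 genes, made with the same curve that was then inverted, were recovered with an error under 1%.

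Alternatives were no filter, a filter without any mouse at the shared minimum, no batch covariate, the replicate number as a block, RNA integrity as a covariate, median centring, quantile normalization, a variance trend, robust variances with and without that trend, each batch alone, removal of the GC content and length trend, genes scaled to unit variance for the components, other set tests, and leaving out each mouse in turn. The filter without any mouse at the minimum, the GC and length removal, and the robust fit without trend were chosen after the data had been seen. Of 462 possible splits of the 12 mice into equal groups, 100 were drawn and refitted.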

Results

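The transcriptome of flow-sorted alveolar macrophages was compared between 6 mice exposed to 0.8 ppm ozone and 6 mice exposed to filtered air, to ask how these cells differ in the state of pulmonary tolerance that follows repeated ozone. RNA integrity numbers were 9.48 ± 0.172 (SD, n = 6) after ozone and 9.42 ± 0.293 (SD, n = 6) after filtered air, and did not differ (exact permutation test, two-sided, p = 0.747). Relative sequencing depth, inferred from the size of 1 read in the deposited values, was 1.01 ± 0.149 (SD, n = 6) and 0.999 ± 0.105 (SD, n = 6) and did not differ either (exact permutation test, two-sided, p = 0.827). Values are variance-stabilized expression on a log2 scale relative to the mean of the filtered-air mice, which is 0 in every gene. They ranged from -1.31 to 1.26. Differences on this scale are compressed for genes with few reads, and the abundance of a gene was not kept. Among the 19633 genes kept, 17165 had none of the 12 mice at a shared minimum. A mouse that alone in its batch lacked reads is not seen by this rule.

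The first principal component held 24.6% of the variance and separated the groups. PC1 scores were 6.82 ± 1.72 (SD, n = 6) after ozone and -6.82 ± 3.04 (SD, n = 6) after filtered air, a difference of 13.6 (exact permutation test, two-sided, p = 0.00216, adjusted over 2 components p = 0.00433). This p-value is the smallest that assignments of 6 mice against 6 allow. The second component held 18.1% of the variance and did not separate the groups (exact permutation test, p = 0.626). Separation on PC1 depended on the scale, since with genes scaled to unit variance the groups differed on PC2 (exact permutation test, adjusted p = 0.00433) and no longer on PC1 (adjusted p = 0.126). After quantile normalization neither component separated them, with an adjusted p of 0.147 on PC1 and of 0.193 on PC2 in the exact permutation test. That normalization forces the spread across genes to be equal in all mice, while it was wider in the ozone mice.

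**Figure D1:**
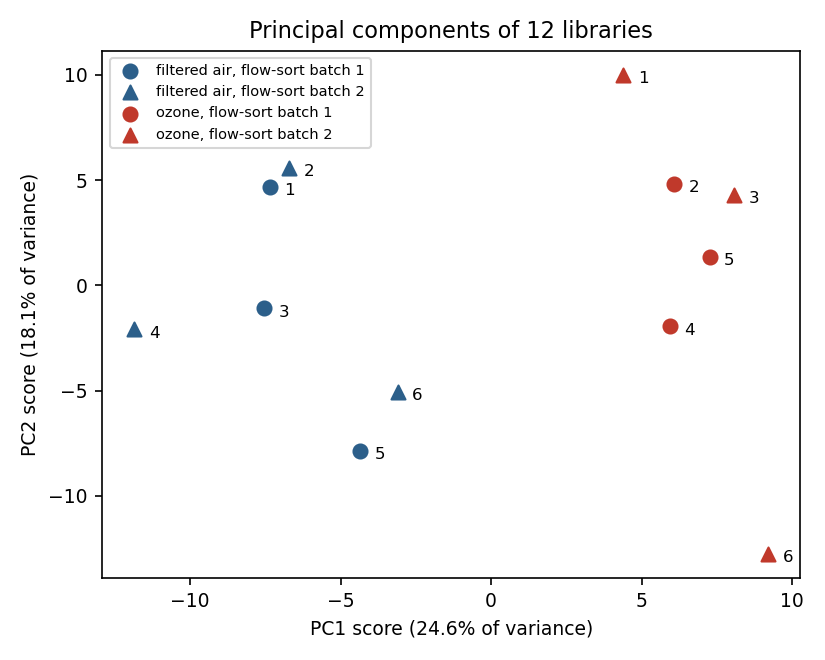
Scores of the 12 libraries on the first (x axis, 24.6% of the variance) and second (y axis, 18.1% of the variance) principal components, without units. Each point is 1 mouse, coloured by exposure, shaped by flow-sort batch and numbered by replicate; all 6 ozone mice lie to the right of all 6 filtered-air mice, and the batches mix.

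In the comparison of ozone with filtered air, 834 genes had an adjusted p under 0.05 in limma, 4.25% of those tested. Of these, 473 were higher and 361 lower after ozone, and 3283 genes had an unadjusted p under 0.05. The differences of the called genes lay between 0.121 and 1.03 in absolute size, with a median of 0.25, and 3 of them reached 1. The median over all genes kept was -0.0033. The groups did not overlap in 528 of the called genes. Among all genes kept this held for 694, or 3.53%, against 0.216% if all assignments of the mice, whatever their batch, were equally likely. Among the settings that used all 12 mice, quantile normalization moved the count most, to 171 genes. The variance trend of the original plan gave 611 genes, and under it none of the 10 genes with the largest changes named here kept its call.

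The ozone effect was compared between the flow-sort batches. All 834 called genes had the same direction in both batches. The differences estimated in each batch correlated across these genes (Pearson r = 0.945) and across all genes kept (r = 0.580); genes are not independent replicates, and the called genes had been selected on both batches together. In limma's interaction test 0 genes had an adjusted p under 0.05, with a smallest adjusted p of 0.320 and 510 genes at an unadjusted p under 0.05. With 3 mice against 3, batch 1 alone gave 90 genes and batch 2 alone gave 0 genes, with 2167 and 1800 genes at an unadjusted p under 0.05.

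The largest rises among genes with separate groups were those of Msr1, Rgs1, Lrg1, Cxcr2 and Spp1, with limma's adjusted p-values. Msr1, a scavenger receptor, rose by 1.00 (SE 0.149, adjusted p = 0.00209), to 1.00 ± 0.181 (SD, n = 6) against 0 ± 0.387 in filtered air. Rgs1 rose by 0.997 (SE 0.175, adjusted p = 0.00547), with SDs of 0.200 after ozone and 0.462 in filtered air. Lrg1 rose by 0.96 (SE 0.141, adjusted p = 0.00193), with SDs of 0.196 and 0.352. Cxcr2, which encodes a chemokine receptor, rose by 0.79 (SE 0.0909, adjusted p = 0.000451). Spp1, which encodes osteopontin, rose by 0.71 (SE 0.0810, adjusted p = 0.000428). In Msr1 and Lrg1, filtered-air mouse 4 lay at 0.71 and 0.68, just below the lowest ozone mice at 0.75 and 0.72.

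The largest falls were those of Itgad, Dnah11, Gpr171, Crip1 and Atf5, again with limma's adjusted p-values. Itgad, which encodes the integrin alpha D chain, fell by 1.03 (SE 0.0878, adjusted p = 6.53e-05), to -1.03 ± 0.176 (SD, n = 6) against 0 ± 0.167 in filtered air. Dnah11, which encodes a heavy chain of axonemal dynein, fell by 1.02 (SE 0.107, adjusted p = 0.000287). Gpr171 fell by 0.87 (SE 0.110, adjusted p = 0.000846). Crip1 fell by 0.85 (SE 0.158, adjusted p = 0.00767), with a wider spread in filtered air (SD 0.445) than after ozone (SD 0.0973). Atf5, which encodes a stress-related transcription factor, fell by 0.84 (SE 0.0806, adjusted p = 0.000112).

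**Figure D2:**
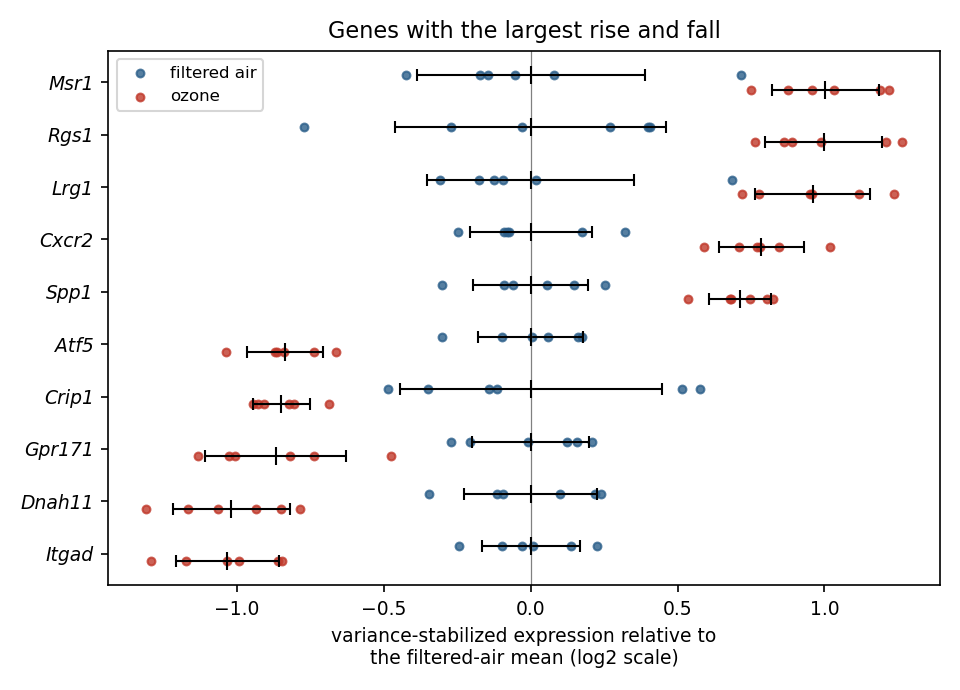
Variance-stabilized expression relative to the filtered-air mean (x axis, log2 scale) of the 5 genes with the largest rise and the 5 with the largest fall (y axis). Each point is 1 mouse, vertical marks are group means and bars are SDs (n = 6); the ozone and filtered-air points do not overlap in any of the 10 genes, which was a condition of their choice.

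Gene sets written before the data were examined were then tested, to ask which processes moved together. Cell cycle genes rose, with a median difference of 0.46. All 30 members were higher, 27 with an adjusted p under 0.05 over all genes and 30 when adjusted over the list alone. The set score was 0.44 ± 0.0935 (SD, n = 6) after ozone and 0 ± 0.147 (SD, n = 6) in filtered air, higher in 6 of 6 ozone mice than in every filtered-air mouse (exact permutation test, adjusted over 10 sets p = 0.0216). Its adjusted p was 3.48e-41 in camera and 0.00139 in fry. The member with the smallest p-value was Rrm1, which rose by 0.46 (SE 0.0515, limma's adjusted p = 0.000402).

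Genes of MHC class II presentation fell, with a median difference of -0.21. Of 15 members, 14 were lower, 1 of them with an adjusted p under 0.05 over all genes and 11 when adjusted over the list alone. The score was -0.30 ± 0.0984 (SD, n = 6) after ozone and 0 ± 0.173 in filtered air, lower in 5 of 6 ozone mice than in every filtered-air mouse (exact permutation test, adjusted p = 0.0325). The adjusted p was 1.70e-08 in camera and 0.0251 in fry. The called member was Cd80, which fell by 0.54 (SE 0.0804, limma's adjusted p = 0.00209). The H2 genes of the set, which encode class II chains, were not called over all genes, and limma's lowest adjusted p among them was 0.0522, for H2-Ab1.

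Another 3 sets passed the threshold in camera. Genes of cholesterol synthesis and uptake had a median difference of -0.15 (camera adjusted p = 5.70e-07), with 21 of 25 members lower. Of the members, 3 were called over all genes, all lower, and 13 when adjusted over the list alone, 12 lower and 1 higher. Markers of recruited monocyte-derived macrophages had a median difference of 0.081 (camera adjusted p = 0.00506), with 4 called over all genes and 6 over the list alone; without filtered-air mouse 4 the median was 0.15. NRF2 antioxidant targets had a median difference of 0.043 (camera adjusted p = 0.0392), with 0 called in either way. These 3 sets did not pass in fry, with adjusted p-values of 0.138, 0.373 and 0.468, nor in the exact permutation test of their scores, with adjusted p-values of 0.0649, 0.390 and 0.411. With an estimated inter-gene correlation 0 of the 10 sets passed in camera, and the lowest adjusted p was 0.0658, for the cell cycle.

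The remaining 5 sets did not pass in camera. The adjusted p was 0.361 for inflammatory cytokines and chemokines (median difference 0.024), 0.952 for interferon-stimulated genes (median 7.15e-05), 0.361 for resident alveolar macrophage markers (median -0.024), 0.361 for alternative activation (median -0.0075) and 0.505 for scavenger receptors and efferocytosis (median 0.00096). Adjusted over the list alone, these sets held 5, 0, 8, 1 and 11 called genes. Further single members met the naming rule, in limma. Itgb5, of the scavenger receptor set, rose by 0.35 (SE 0.0340, adjusted p = 0.000112). Krt79, of the resident markers, fell by 0.35 (SE 0.0762, adjusted p = 0.0177). Over all genes 2 resident markers were called lower, Krt79 among them, and 2 higher, Chil3 among them. Cxcl9, of the inflammatory set, rose by 0.56 (SE 0.126, adjusted p = 0.0210), but its call was lost without filtered-air mouse 1, ozone mouse 3 or ozone mouse 5. Chil3, of the alternative activation set, rose by 0.25 (SE 0.0604, adjusted p = 0.0320) and lost its call in 7 of the 12 fits that left out 1 mouse; it has close relatives with which it can share reads. Spp1, given above, was the member of the monocyte-derived set.

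**Figure D3:**
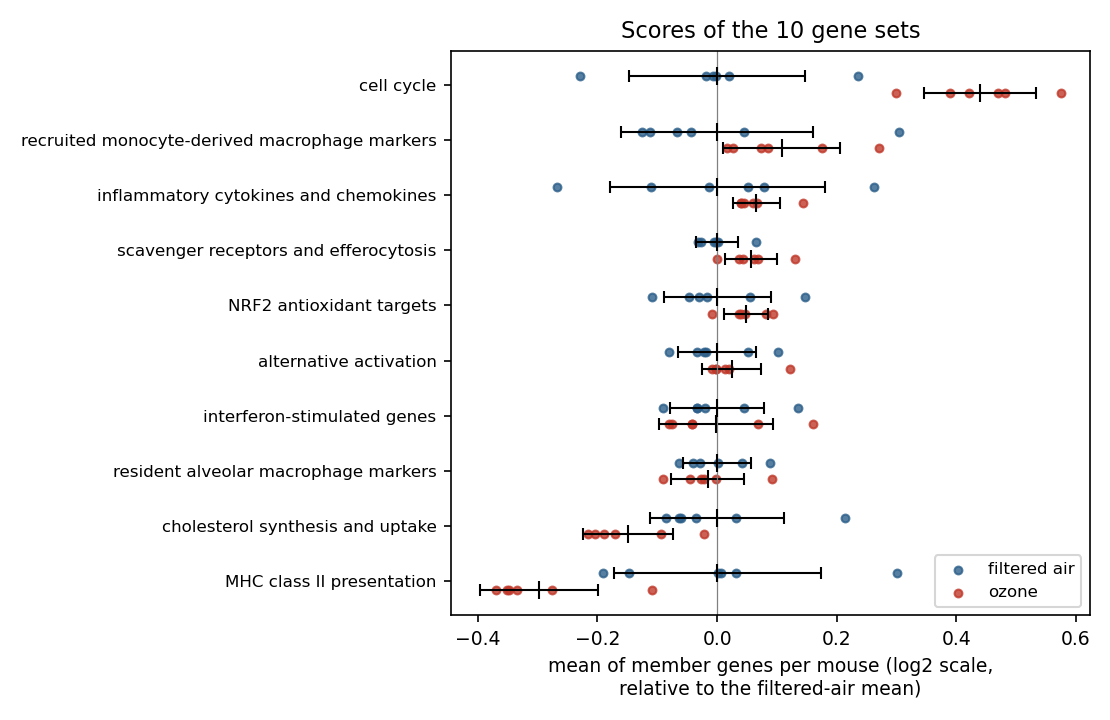
Mean of the member genes in each mouse (x axis, log2 scale relative to the filtered-air mean) for the 10 gene sets (y axis). Each point is 1 mouse, vertical marks are group means and bars are SDs (n = 6); in the cell cycle set all 6 ozone mice lie above all filtered-air mice, and in the MHC class II set 5 of 6 lie below them.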

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

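A mouse far from the others of its group was found in 7 of 60 combinations of group and measure examined (Dixon's ratio above 0.625), against 3 expected by chance. The tests in this part were chosen after these results had been seen. They used 11 lists of genes of other cell types written before the data were examined; 100 of their 109 genes were kept, so RNA from most of them was present in the sorted cells, 1 is also in a tested set, and 0 are in more than 1 list. Sorted samples can carry RNA of other cells, which would raise most lists of a mouse together, and a mouse lies above the median of its group in about as many lists as below it when nothing sets it apart. The lists are not independent of each other.

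Filtered-air mouse 4 stood out in Lrg1, at 0.68 (Dixon's ratio 0.670), and in the scavenger receptor score, at 0.065 (ratio 0.652). It lay above the median of its group in 11 of the 11 lists of other cells and had the highest score in 8 of them, and its RNA integrity number, 8.9, was the lowest of the series. More RNA of other cells in this sort is therefore a candidate explanation. RNA quality was not separated from it, since a single mouse carries both. Without this mouse Lrg1 rose by 1.11, more than with it, and 745 genes were called.

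Ozone mouse 4 stood out in the alternative activation score, at 0.12 (ratio 0.779), and in the MHC class II score, at -0.11 (ratio 0.641), in both cases as the highest of the ozone mice. It also lay above the median of its group in 11 of the 11 lists, so RNA of other cells may account for both values. Its depth, 0.871, was the lowest of the series. Without it the MHC class II median was -0.25, and the alternative activation set still fell short of the threshold.

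Filtered-air mouse 5 stood out in Cxcl9, at 0.23 (ratio 0.693). It lay above the median in 10 of the 11 lists, which again leaves RNA of other cells open as a possible explanation. Without it Cxcl9 rose by 0.61 and kept its call, although the call was lost without filtered-air mouse 1, ozone mouse 3 or ozone mouse 5.

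Ozone mouse 5 stood out in the inflammatory score, at 0.14 (ratio 0.737), and had the greatest depth of the series, 1.22. It lay above the median in 5 of the 11 lists, so neither the presence nor the absence of more RNA of other cells was shown. Without it the median of the set changed sign, to -0.013. Ozone mouse 2 stood out in Cd80, at -0.22, as the highest ozone mouse (ratio 0.659). It lay above the median in 3 of the 11 lists, which argues against RNA of other cells in general as the cause. Without it Cd80 fell by 0.61 and kept its call. A true difference between mice of 1 exposure was not tested in any of these cases.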

How the results depend on the processing

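The total of 834 genes stayed within 1.5 times under 9 of the 13 settings other than leaving out single mice, between 611 and 1152 genes. Quantile normalization gave 171 genes, 106 higher and 65 lower, with 0 reaching 1. This setting forces the spread of all samples to be equal, while the spread across genes was 0.127 to 0.152 in ozone mice and 0.0833 to 0.105 in filtered-air mice, whose own mean had been subtracted. The variance trend gave 221 lower genes and 0 reaching 1, and the robust fit with the trend gave 363 genes, 244 higher and 119 lower. In both, the trend follows a mean that is itself part of the ozone difference. The robust fit without the trend gave 808; why the robust fit with it gave fewer genes than the plain trend was not tested. Batch 1 alone gave 90 genes, 71 higher and 19 lower, and batch 2 alone gave 0 genes, with 0 higher, 0 lower and 0 reaching 1; both use fewer mice. Among the 12 fits that each left out 1 mouse, the count ranged from 538 to 751 genes. The lowest was found without filtered-air mouse 1, where 522 of the genes were among the 834. Higher genes ranged from 326 to 456, lower genes from 212 to 312, and genes reaching 1 from 1 (without filtered-air mouse 1) to 5 (without ozone mouse 5). The interaction test gave 0 genes under each setting run, with 405 to 746 at an unadjusted p under 0.05.

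Apart from fry and the estimated correlation, the settings judged sets by camera at the preset correlation, which also called sets in random splits. Among all settings, the cell cycle set (0.46, adjusted p 0.0658) and the MHC class II set (-0.21, adjusted p 0.162) fell short only with the estimated correlation. With the B cell score as a covariate, a test outside these settings, the MHC class II set also fell short in fry (adjusted p 0.108). The cholesterol set fell short in batch 1 alone (-0.018) and, at an unchanged median of -0.15, with the estimated correlation and fry. The monocyte-derived set did so in batch 2 alone (0.041) and, at 0.081, with the estimated correlation and fry. Without single mice it kept its camera call, with a median from 0.055 to 0.15 (without filtered-air mouse 4, adjusted p 1.59e-06). The NRF2 set did so in batch 2 alone (0.016) and, at 0.043, with the estimated correlation and fry. Without single mice its median ranged from 0.024 (without filtered-air mouse 5) to 0.066, and the call was lost in 7 of the 12 fits. The inflammatory set passed in batch 1 alone (0.099). Without single mice it ranged from -0.013 to 0.10, passing without filtered-air mouse 4 (adjusted p 0.00942). The resident marker set (-0.024) stayed short of the threshold, from -0.055 without ozone mouse 1 to -0.012 without ozone mouse 6. The other sets with a median near 0 changed sign without passing. Interferon-stimulated genes did so with RNA integrity as a covariate (-0.0028) and in batch 1 (-0.022), and ranged from -0.050 to 0.028 without single mice. Alternative activation did so with no mouse at the minimum (0.028), with RNA integrity (0.00054), after quantile normalization (0.0036) and in batch 1 (0.028), and ranged from -0.032 to 0.029. Scavenger receptors did so without the filter (-0.0045) and ranged from -0.015 to 0.013. The cause was not tested in these cases.

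The difference on PC1 was 6.82 after quantile normalization and 56.8 with scaled genes, short of the threshold in both, while the difference on PC2 with scaled genes, 94.3, passed it. Fits without single mice gave 13.1 to 14.2 on PC1. Of 425 results for the 17 genes that met the naming rule, 369 kept their direction and call and 56 lost the call in the same direction. Those were 17 in batch 2, 11 with the variance trend, 9 in batch 1, 6 after quantile normalization, 3 with the robust trend, and the others without single mice, of which 7 concern Chil3 and 3 concern Cxcl9.

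Replicate numbers 1 to 6 occur in both groups, but same-numbered mice are different animals. For that reason the samples were not treated as paired. The correlation of the deviations of same-numbered mice from their group means ranged from -0.0026 to 0.28, and 4 of 6 exceeded 0.1. Those 4 also exceeded the highest correlation of deviations within a group, 0.152. That comparison cannot decide, because deviations within a group sum to 0 and so tend to correlate negatively. Mice numbered 1 to 4 were also sorted in another batch than their same-numbered partners, and equal batch means tie such deviations to each other. These values therefore neither show nor exclude a link between same-numbered mice. With the replicate block 853 genes were called, 686 of them among the 834, and the NRF2 set (0.043) fell short with an adjusted p of 0.0721; the block changed no other set or named gene call. The stricter filter planned on the mean was not run, because 0 genes had a mean at least 3 above the 1st percentile. Depth limits these results through the scale, where a given change in reads of a rarely read gene moves the value less.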

Other observations

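Tests of other splits of the mice and of depth were fixed before their results were seen. The lists of ciliated cell, amino acid response and lysosomal genes were written after the most changed genes had been seen, and fry was chosen as the deciding set test after camera had been found to call sets in random splits. The tests on lymphocyte markers, S100a8 and S100a9, and immunoglobulin reads were also chosen afterwards.

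Of 100 splits of the 12 mice into equal groups, only the real 1 gave as many as 834 genes; the next highest count was 38, and 7 splits gave any. Set calls were less specific. In 41 of the 100 splits camera gave at least the 5 sets called between ozone and filtered air, with a median of 4 sets and up to 9 in the others, so the number of camera calls does not set the exposure apart. By fry, 3 of the 100 splits gave at least the 2 sets of the real split. In batch 1 alone, 1 of the 10 splits of the 6 mice gave as many as 90 genes, a share that 3 mice in each group cannot bring under 0.05. In batch 2 the real split gave 0 genes, a count that all 10 splits reach by definition, so that comparison cannot decide anything. The order of the table's rows followed the evidence for most called genes. Over the first 12000 rows the Spearman correlation of the row number with the p-value computed here was 0.995 across genes, which are not independent, and 809 of the 834 called genes lie in the first 1000 rows. The first 12000 rows hold 814 of them, and the order of later rows was not examined.

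Technical explanations were tested for the rise of cell cycle genes. With the GC content and length trend removed, 807 of the 834 genes kept their call, 97.9% of those with a known GC content and length, and the cell cycle set had a fry adjusted p of 0.00139. Depth did not differ between groups (exact permutation test, p = 0.827). Of 22 markers of B cells and of T and NK cells, 3 were higher after ozone, which argues against cycling lymphocytes in the ozone sorts. What stays open is a larger share of cycling macrophages 3 days after ozone, as a hypothesis; other cycling cells were not tested, and no cell counts were used here.

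The fall of MHC class II genes could come from fewer antigen-presenting cells in the ozone sorts. The B cell and dendritic cell lists share 0 genes with the set. With the dendritic cell score as a covariate the set kept a fry adjusted p of 0.0433 and a median of -0.23, and the dendritic list was lower in 7 of 10 genes (median -0.061), short of the threshold in fry (adjusted p 0.662). With the B cell score as a covariate the median was -0.18 and the fry adjusted p was 0.108. A smaller share of B cells and lower expression in macrophages cannot be told apart, since the B cell list fell in 10 of 10 genes (median -0.22) yet not past the threshold in fry (adjusted p 0.140). The most changed class II genes, chosen after their values were seen, were H2-Ab1, which fell by 0.61 (SE 0.163, limma adjusted p 0.0522), and H2-Aa, which fell by 0.59 (SE 0.170, adjusted p 0.0674). Cd74 fell by 0.57 (SE 0.174, adjusted p 0.0888).

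Reads on immunoglobulin genes were looked at for the same question. Reads were recovered for 6939 genes with at least 2 mice without a read in each batch, among them 141 of 166 variable segments. This condition leaves out the segments read in more mice. The segments that met it held a median of 89.8 reads (up to 425) in filtered-air mice and of 59.6 (up to 178) in ozone mice, and did not differ (exact permutation test, two-sided, p = 0.310), so fewer antibody-producing cells after ozone were neither shown nor excluded. The heavy chain gene Ighg1 had 82.7, 26.5 and 114 reads in filtered-air mice 1, 2 and 5, at most about 1 in the other filtered-air mice, and 0 in all 6 ozone mice (exact permutation test, p = 0.0152, not adjusted and chosen for its contrast).

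Single genes can point to cells that other markers exclude. Dnah11, and Tppp3, which fell by 0.81 (SE 0.111, limma adjusted p 0.00158), belong to ciliated airway cells. The other 20 ciliated cell genes did not fall, with 16 higher and a fry p of 0.176, which argues against ciliated cell RNA as the source. Cxcr2 is used as a neutrophil marker. The abundant neutrophil transcripts S100a8 and S100a9 changed by 0.085 (SE 0.0794) and -0.015 (SE 0.138), far less than Cxcr2 did, which argues against neutrophils in the ozone sorts; the neutrophil list had a median of -0.015 (fry adjusted p 0.740). Expression of both genes in macrophages may therefore have changed, a hypothesis found and tested on the same data.

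A pair of broader patterns was followed from single genes. Atf5 and Asns (fall of 0.54, SE 0.0515, limma adjusted p 0.000112) are targets of ATF4, the transcription factor of the amino acid response. Of 30 other targets 20 fell, with a median of -0.044 and a fry p of 0.00719, or 0.0503 adjusted over 14 lists. The score gave an exact permutation p of 0.00866, or 0.0606 adjusted over the lists. A lower response is therefore a candidate explanation that narrowly misses the threshold after adjustment in both tests. Acp5, Ctsd, Psap and Cd63 rose, and 28 of 36 other lysosomal genes did so too, with a median of 0.091 and a fry p of 0.000816 (adjusted over 14 lists 0.0114), which is consistent with a general rise of lysosomal genes. The exact permutation p of the lysosomal score was 0.00433, or 0.0606 adjusted over the lists.

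The other lists of cell types did not pass in fry after adjustment over 14 lists. The adjusted p was 0.823 for alveolar type 2 epithelium (median -0.0082), 0.803 for club and ciliated epithelium (0.0093), 0.322 for alveolar type 1 epithelium (-0.12), 0.803 for T and NK cells (-0.046), 0.591 for endothelium (-0.11), 0.905 for fibroblasts (0.023), 0.357 for eosinophils (0.065), 0.310 for erythroid cells (0.14) and 0.357 for the ciliated cell genes (0.053). In camera the B cell, type 1, erythroid, ATF4 and lysosomal lists passed.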
